# Acetic Acid Treatment Enhances Drought Avoidance in Cassava (*Manihot esculenta* Crantz)

**DOI:** 10.3389/fpls.2019.00521

**Published:** 2019-04-24

**Authors:** Yoshinori Utsumi, Chikako Utsumi, Maho Tanaka, Chien Van Ha, Satoshi Takahashi, Akihiro Matsui, Tomoko M. Matsunaga, Sachihiro Matsunaga, Yuri Kanno, Mitsunori Seo, Yoshie Okamoto, Erika Moriya, Motoaki Seki

**Keywords:** ABA, acetic acid, cassava, drought avoidance, drought response

## Abstract

The external application of acetic acid has recently been reported to enhance survival of drought in plants such as *Arabidopsis*, rapeseed, maize, rice, and wheat, but the effects of acetic acid application on increased drought tolerance in woody plants such as a tropical crop “cassava” remain elusive. A molecular understanding of acetic acid-induced drought avoidance in cassava will contribute to the development of technology that can be used to enhance drought tolerance, without resorting to transgenic technology or advancements in cassava cultivation. In the present study, morphological, physiological, and molecular responses to drought were analyzed in cassava after treatment with acetic acid. Results indicated that the acetic acid-treated cassava plants had a higher level of drought avoidance than water-treated, control plants. Specifically, higher leaf relative water content, and chlorophyll and carotenoid levels were observed as soils dried out during the drought treatment. Leaf temperatures in acetic acid-treated cassava plants were higher relative to leaves on plants pretreated with water and an increase of ABA content was observed in leaves of acetic acid-treated plants, suggesting that stomatal conductance and the transpiration rate in leaves of acetic acid-treated plants decreased to maintain relative water contents and to avoid drought. Transcriptome analysis revealed that acetic acid treatment increased the expression of ABA signaling-related genes, such as *OPEN STOMATA 1 (OST1)* and *protein phosphatase 2C*; as well as the drought response and tolerance-related genes, such as the *outer membrane tryptophan-rich sensory protein (TSPO)*, and the *heat shock proteins*. Collectively, the external application of acetic acid enhances drought avoidance in cassava through the upregulation of ABA signaling pathway genes and several stress responses- and tolerance-related genes. These data support the idea that adjustments of the acetic acid application to plants is useful to enhance drought tolerance, to minimize the growth inhibition in the agricultural field.

## Introduction

Abiotic stresses are one of the crucial constraints to food security and crop production. Among them, heat and drought are the two most important stresses with a negative impact on growth and productivity of crops (Fahad et al., 2017). Due to increasing demands for greater food production, it is important to develop desirable and strategic crops, such as cassava, to increase food productivity (Kamanga et al., 2018; Varshney et al., 2018). Drought tolerance is an important research subject pertaining to cassava, as climate change has raised concerns about global drought problems and also places significant demands on breeding programs (Aina et al., 2007; De Oliveira et al., 2017).

Cassava is a tropical crop that serves as an important source of food and industrial materials. It is a vital economic resource for poor farmers in marginal areas where its production is constrained by drought. Although cassava is one of the most drought-tolerant crops, the underlying mechanism for its ability to survive under drought has been investigated recently. For example, physiological association among cassava varieties to drought has been evaluated using plants on field condition and tissue cultures in several countries (Chemonges et al., 2013; Oliveira et al., 2015; Jolayemi and Opabode, 2018). The drought-responsive genes and proteins have been identified in order to understand the physiological mechanisms of drought survival (Utsumi et al., 2012; Turyagyenda et al., 2013; Zhao et al., 2015; Fu et al., 2016). Cassava plants can activate a combination of drought avoidance and tolerance mechanisms that help to maintain optimum growth, development, and metabolism (El-Sharkawy, 2007). Increasing the growth efficiency and survivability of cassava plants subjected to drought, could help the plant survive in marginal growing areas that are subject to stress conditions (Okogbenin et al., 2013).

A variety of different approaches are currently being used to minimize the negative effects of abiotic stresses on plants. Application of various stress priming agents has been presented as a potential strategy to increase biotic and abiotic stress tolerance in plants (Savvides et al., 2016). Recent studies have confirmed that the application of chemical stress priming agents represents a promising approach to manage plant stress adaptation under field conditions by activating their innate stress-adaptive mechanisms (Kinoshita and Seki, 2014).

The application of exogenous methyl jasmonate has been reported to enhance abiotic stress tolerance in soybean (Yoon et al., 2009). The application of exogenous strigolactone enhanced drought tolerance in *Arabidopsis* (Ha et al., 2014). The application of salicylic acid was shown to be beneficial for plants either in optimal or stress environments, through the regulation of various plant metabolic processes and through the modulation of the production of varied osmolytes, secondary metabolites and the plant-nutrient status, to protect plants under abiotic stress conditions (Khan et al., 2015). Chemicals such as ethanol, mandipropamid, melatonin, polyamines, and sodium nitroprusside enhanced abiotic stress tolerance in plants (Park et al., 2015; Savvides et al., 2016; Nguyen et al., 2017). The epigenetic inhibitors such as Ky-2, Ky-9, and Ky-72 increased salinity stress avoidance in *Arabidopsis* (Sako et al., 2016; Nguyen et al., 2018a,b). The *in vitro* cassava plants enhanced salinity stress tolerance by suberoylanilide hydroxamic acid (SAHA) treatment (Patanun et al., 2017). Recently, the application of acetic acid was also reported to enhance drought tolerance in a variety of plant species, including *Arabidopsis*, rice, maize, rapeseed, and wheat by activating the JA-signaling pathway (Kim et al., 2017). However, the effects of acetic acid application on increased drought tolerance in woody plants such as a tropical crop “cassava” remain elusive. In the present study, physiological- and molecular-responsive mechanisms were analyzed to elucidate the effect of acetic acid on cassava plants subjected to drought. Results of the study indicated that the acetic acid treatment increased drought avoidance in cassava. This was accomplished by the ability of acetic acid to regulate the rate of transpiration and maintain the water content in cassava leaves.

## Materials and Methods

### Cassava Cultivar and Plant Preparation

The African cassava cultivar “60444 (*Manihot esculenta* Crantz)” was obtained from the International Institute of Tropical Agriculture (IITA, Nigeria) *in vitro* cassava germplasm collection. The *in vitro* cassava plantlets were acclimated to ambient atmospheric conditions and were subsequently maintained under a greenhouse condition (50% humidity, 28°C, and 16-h supplemental lighting). Cassava plants grow well under the greenhouse condition. Stem cuttings (approximately 3 cm) were obtained from individual plants and propagated. After reaching an approximate stem length of 15 cm from the soil surface, the plants were transferred to a plastic pot (7.9 diameter × 6 height cm) filled with vermiculite. After transfer, the plants were grown under a greenhouse condition for 2 weeks and then used in the drought experiment. The treatment with 10–20 mM acetic acid solution was effective in rice, maize, wheat, rapeseed and *Arabidopsis* (Kim et al., 2017). In this study, the treatment with 10 mM acetic acid solution was performed in cassava plants because wilting leaves were observed by an application of 20, 30-, and 50-mM acetic acid solution. Also, to examine the effect of lower concentration of acetic acid on cassava plants, we also evaluated 1 mM acetic acid-treated plants with regarding to the drying test and measurement of net photosynthesis rate. The plants were watered with acetic acid or plain water (control) for 7 days, and then exposed to a drought for 14 days under a greenhouse condition to remove all water from soil pot. The phenotype of wilting leaves can be observed during 14 days of drying.

### Quantification of Leaf Wilting

Cassava plants without the application of acetic acid were placed on a rotating table, and images of the plant were taken from 360 degrees to quantify the extent of leaf wilting due to the imposed drought. Each individual cassava plant had 6–10 leaves with leaves numbered in order from the top, e.g., 1, 2,…, 10 (Supplementary Figure S1A). An image of each leaf in which the petiole was parallel to the camera was selected and analyzed. For each leaf, the midrib line was drawn between the base and the midpoint of the midrib (Supplementary Figures S1B,C). The angle made by the midrib line of the central leaflet with the vertical axis was measured using ImageJ software and used as an indicator of the level of drought or wilting (Supplementary Figures S1D,E).

### Determination of Fresh and Dry Weight, and Relative Water Content in Water- and Acetic Acid-Treated Plants

Leaves of stressed and non-stressed plants were collected separately and used to measure fresh weight and dry weight, and relative water content (RWC) using a previously described protocol (Nishiyama et al., 2011).

### Determination of Chlorophyll and Carotenoid Content

The fifth leaf was selected for the measurement of relative water and chlorophyll contents to determine the effect of acetic acid treatment on drought. Because the RWC in cassava leaves was decreasing from the bottom to the top of stem (Figure 1A). The chlorophyll and carotenoid in approximately 0.5 g fresh weight of the fifth leaf of cassava plants were extracted by shaking (200 rpm) them overnight in the dark in 30 mL of an 80% acetone solution. Subsequently, 1.0 mL of the extracted solution was used to measure absorbance of chlorophyll at 645 nm and 663 nm for carotenoid at 470 nm in a spectrophotometer. Chlorophyll and carotenoid levels were calculated as described by Mostofa et al. (2015).

**FIGURE 1:**
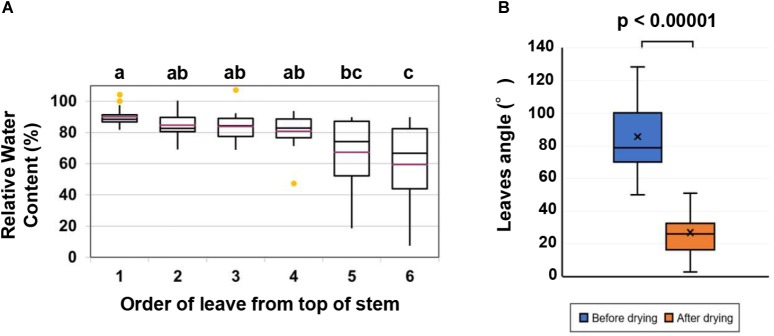
Quantification of leaf wilting and relative water content (RWC) in leaves. **(A)** RWC in the first six leaves from the top of the stem of cassava plants subjected to drought tolerance by allowing the soil to dry. Data represent the mean ± SE (*n* = 15). Different superscripted letters (a, b and c) within the column indicate statistically significant differences among the treatments determined by conducting a Scheffe multiple comparison (*P* < 0.05). **(B)** Comparison of the leaves angle before and after the drought. A paired *t*-test indicated a significant change after the drying process (*n* = 30 leaves, *p* < 0.00001).

### Thermal Imaging

Thermal images were captured using an R500EX-S infrared camera equipped with a standard lens (Nippon Avionics Co., Ltd.). To measure the leaf temperature in narrow range, the camera was mounted vertically at approximately 60 cm above the leaf canopy for observations. To observe the leaf temperature in broad range, the camera adjusted with angle of approximately 50 degree was set an approximately 100 cm above leaf canopy. Thermal images were stored by interval of a minute and subsequently analyzed for temperature determination on a custom python script.

### Total RNA

For total RNA preparation, cassava plants were grown and treated with 10 mM acetic acid or water (control) for 7 days. The first to third leaves from the top of stems were collected and frozen in liquid nitrogen for total RNA purification. Frozen leaves from water- and acetic acid-treated plants were pulverized in liquid nitrogen using a Multi Beads Shocker system (Yasuikiki). Total RNA was extracted from 100 mg of leaves using the method described by Utsumi et al. (2017). Total RNA samples were subsequently purified using a Plant RNA Reagent (ThermoFisher) according to the manufacturer’s instructions, and samples of total RNA were treated with DNase I (Takara), and an RNase inhibitor, for 30 min at 37°C to eliminate genomic DNA contamination in the samples. Samples of total RNA were purified using a RNeasy Plant Mini Kit (QIAGEN) according to the manufacturer’s instructions and RNA quality was evaluated by electrophoresis using a Bioanalyzer (Agilent). After extraction, the total RNA samples were stored at -80°C until further use.

### Oligo-Microarray Analysis of Gene Expression and Statistical Analyses

Total RNA was used to evaluate gene expression using a cassava DNA oligo-microarray that included more than 30,000 probes as described by Utsumi et al. (2016). Leaves were collected from four separate water- and four 10 mM acetic acid-treated cassava plants and treated as one biological replicate. The presented gene expression data were collected from three independent biological replicates. A total of six expression microarray data sets were analyzed using GeneSpring GX (Agilent Technologies, United States). A 75-percentile normalization of the expression level was performed on all six samples. The normalized signal intensity was transformed into a log_2_ ratio for display and analysis. The normalized signal intensity of transcripts from each sample group (experiment) was used in the statistical analysis. An analysis of variance test was conducted to determine the effect of treatment (water treatment vs. 10 mM acetic acid treatment). Changes in gene expression were statistically analyzed using an unpaired *t*-test for the two treatment groups. A false discovery rate (*q*-value) was calculated by a Westfall–Young multiple testing correction based on an unpaired *t*-test. The information from the oligo-DNA microarray was deposited in the Gene Expression Omnibus (GEO) at NCBI. The accession numbers are: Platform, GPL22197; Series, GSE122140 *Manihot esculenta* microarray; Samples, GSM3455975-GSM3455980.

### Statistical Analyses

Physiological and biochemical data were analyzed using a one-way ANOVA and differences among means were analyzed by Scheffé’s method (*p* < 0.05) (StatPlus 5 pro AnalystSoft Inc., United States) or a Duncan’s multiple range test (*P* < 0.05) (using IBM SPSS software package 21.0).

### Phytohormone Measurements

Endogenous ABA, JA, and JA-Ile were extracted with 80% (v/v) acetonitrile containing 1% (v/v) acetic acid from the first to third leaves from the top of stems treated with 10 mM acetic acid or water for 7 days after freeze-drying. Hormone contents were determined using a UPLC-MS/MS system consisting of a quadrupole/time-of-fight tandem mass spectrometer (Triple TOF 5600, SCIEX, Concord, ON, Canada), and a Nexera UPLC system (Shimadzu Corp., Kyoto, Japan) by Kanno et al. (2016).

### Phylogenetic Analysis of Amino Acid Sequences

Homology between *Arabidopsis* and cassava on amino acid sequences was determined by BLASTX^1^ where the query nucleotide sequences were aligned with homologous sequences retrieved from Phytozome v12.1.6^2^. Phylogenetic trees were generated by the neighbor-joining method using CLUSTAL_W 2.0.12 software, and branch significance was analyzed by bootstrap with 1,000 replicates. Phylogenic trees were visualized using GENTYX-Tree 2.2.5 (Genetyx) software.

## Results

### Relationship Between Angle of Leaf Wilting and Water Loss in Leaves

As the water from the soil in the potted cassava plants decreased, cassava leaves wilted and dropped from the stem. The RWC of leaves gradually declined from the top leaf downward after drying (Figure 1A). While the majority of the leaves face upward, however, the angle between the midrib and the vertical axis did not correctly indicate the leaflet angle in leaves which faced the front of the camera. Therefore, images in which the width of the leaflet exceeded 10% of the length of the midrib were excluded from the analyzed dataset. For example, the width of the leaflet in Supplementary Figure S1D is 5.2% of the midrib length, but 19.9% in Supplementary Figure S1E. In this case, the latter leaf was not used in the analyzed dataset. The uppermost leaves were too small to measure the angle accurately, and the lower leaves which wilted due to the drought often rolled up and the angle was also unable to be measured. Thus, only leaves 2 through 5 were used in the analysis (Supplementary Figure S1A). The angles of 30 leaves before and after imposed drought were analyzed. The angle between the midrib and the vertical axis decreased significantly in response to the drought. The average degree angle changed from 85.6 to 26.9 (Figure 1B).

### Effect of the Acetic Acid Treatment on Leaf Wilting and Leaf Water Status

To determine the effect of acetic acid treatment on drought in cassava, the fifth leaf was selected for the measurement of relative water and chlorophyll contents because the RWC in cassava leaves decreased from the bottom to the top of the stem (Figure 1A). Results indicated that the acetic acid-treated plants exhibited a less wilted leaf phenotype in response to the drought, relative to the water-treated, control plants (Figure 2A). To further investigate the response of acetic acid-treated cassava plants to drought, RWC was measured. As illustrated in Figure 2B,C, RWC was unchanged under non-stress conditions in the acetic acid-treated group relative to the water control group. In response to the drought imposed by the drying soil treatment, however, the RWC of leaves in the acetic acid-treated cassava plants was significantly higher than in the water-treated plants at 6 days, but not 4 days, after the onset of the drought (Figure 2C). These results suggest that the enhancement of drought avoidance induced by the acetic acid treatment is associated with maintaining the water status in plants.

**FIGURE 2:**
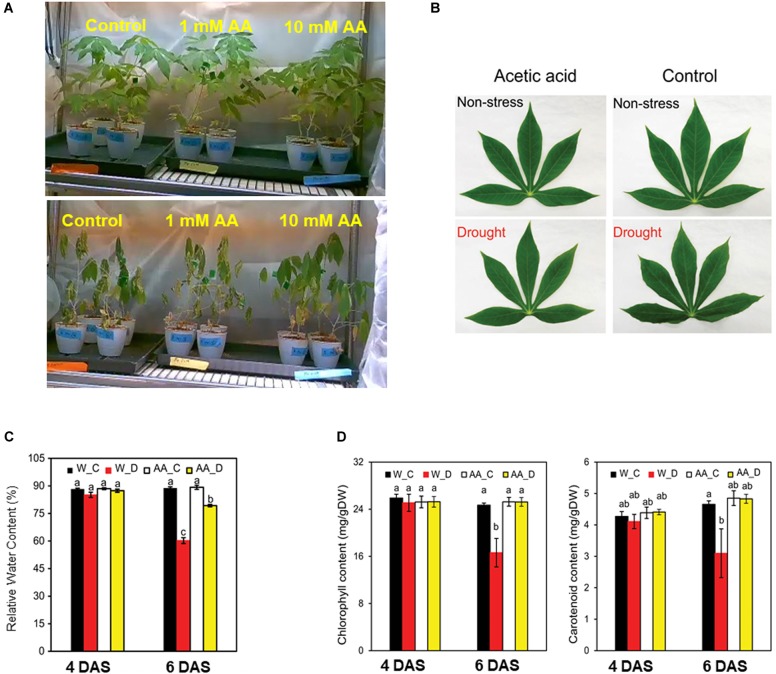
**(A)** Representative cassava plants that were either treated with 1- or 10-mM acetic acid or water-treated (control) at 9 days after the initiation of soil drying (bottom) and prior to drying (upper). **(B)** Representative leaf from 10 mM acetic acid-treated and water-treated (control) cassava plants at 4 and 6 days after the commencement of soil drying. **(C)** Relative water content (RWC) of the fifth leaf of cassava plants at 4 and 6 days after the commencement of the soil drying treatment. Data represent the mean ± SE (*n* = 4). **(D)** Chlorophyll and carotenoid levels of the fifth leaf of cassava plants at 4 and 6 days after the commencement of the soil drying treatment. Data represent the mean ± SE (*n* = 4). Different superscripted letters (a, b, and c) within a column in **(C,D)** indicate statistically significant differences among the treatments as determined by a Duncan’s multiple range test (*P* < 0.05).

### Decreased Degradation of Chlorophyll and Carotenoid in Acetic Acid-Treated Plants Subjected to Drought

The imposed drought resulted in a considerable decline in the level of total chlorophyll (Chl) and carotenoids. Total Chl and carotenoid levels, however, were higher in acetic acid-treated plants than in water-treated plants subjected to drought (Figure 2D). These results suggest that the negative effect of drought on photosynthetic pigments and carotenoids were substantially minimized by the acetic acid treatment. The level of total Chl and carotenoids was unchanged under non-stressed conditions and after 4 days of drought. After 6 days of drought, however, total Chl and carotenoid levels decreased in the water-treated control plants but not in the acetic acid-treated plants (Figure 2D). These results are consistent with the RWC and leaf wilting phenotype (Figure 2B,C) data obtained in response to the drying soil treatment.

### The Acetic Acid Treatment Increases Leaf Temperature and Decreases Net Photosynthesis and Stomatal Conductance

The acetic acid treatment delayed leaf wilting in cassava plants subjected to drought. To determine the physiological effect of the acetic acid treatment on leaves, leaf temperature and gas exchange in acetic acid-treated and non-treated plants was measured. Leaf temperature in detached acetic acid-treated leaves rapidly increased in comparison to the temperature in detached water-treated leaves (Figure 3). Leaf temperatures within intact, acetic acid-treated plants were measured under sunny (Figure 4A,B) or cloudy conditions (Figure 4C,D). The acetic acid-treated plants exhibited a higher leaf temperature than leaves in water-treated plants (Figure 4A,C). Leaf temperatures in acetic acid-treated plants under sunny conditions were also continuously higher than in leaves of water-treated plants (Figure 4B,D). Leaf temperature under the high photosynthetically active radiation (PAR) of a sunny day increased more significantly than under the low PAR of a cloudy day (Figure 4B,D). The net photosynthesis rate, stomatal conductance and transpiration rate in acetic acid-treated plants decreased considerably after 7 days of the acetic acid treatment in comparison to control (Figure 4E). We also examined the net photosynthetic rate, conductance and transpiration rate with 1 mM or 10 mM acetic acid treated-plants. The net photosynthetic rate, conductance and transpiration rate in 10 mM acetic acid-treated plants were decreased to 40%, 15%, and 38%, respectively, in comparison to that in control under 2,000 μmol mol^-2^ s^-1^. In 1 mM acetic acid treated-plants, the values were kept at 64%, 58%, and 50%, respectively (Figure 4E). These results suggest that acetic acid might induce stomatal closure and the degree of physiological effect to acetic acid might depend on the concentration of acetic acid used.

**FIGURE 3:**
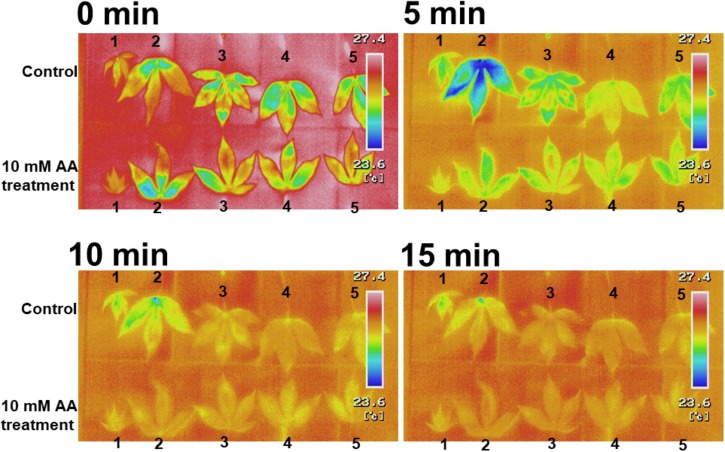
Thermal images of detached leaves from cassava plants treated with 10 mM acetic acid or water (control). Cassava plants were treated with 10 mM acetic acid or water for 7 days. The first six leaves from the top stem were removed and the leaf temperature was measured at 0, 5, 10, and 15 min after leaf removal.

**FIGURE 4:**
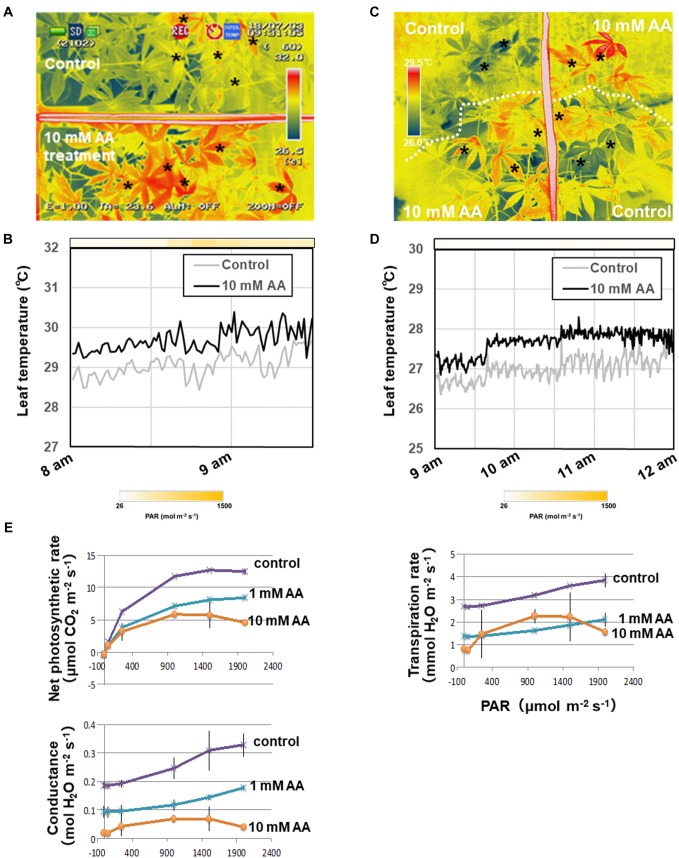
Thermal images of whole plants and the net photosynthetic rate of cassava plants treated with either 10 mM acetic acid or water (control). **(A)** Thermal images of cassava plants treated with either 10 mM acetic acid or water (control) after 3 days under sunlight. **(B)** Leaf temperature differences in cassava plants treated with either 10 mM acetic acid or water (control) and placed in the sunlight. The mean leaf temperature was calculated based on temperature of five places on each leaf indicated by asterisks in **(A)**. The color gradation on the bar indicates the photosynthetically active radiation (PAR). **(C)** Thermal images of cassava plants treated with either 10 mM acetic acid or water (control) after 5 days under the cloudy condition. **(D)** Differences in leaf temperature of cassava plants treated with either 10 mM acetic acid or water (control) and placed under the cloudy condition. The mean leaf temperature was calculated based on the temperature of five places on each leaf indicated by asterisks in **(C)**. The color gradation on the bar indicates the PAR. **(E)** Net photosynthetic rate, stomatal conductance and transpiration rate of first to third leaves from the top of the stem of cassava plants treated with 10 mM acetic acid or water (control) at 7 days after the commencement of the drought. Mean ± SD of nine leaves from three plants.

### Increase of Abscisic Acid (ABA) Level and Expression of ABA Signaling Pathway Genes in Leaves of Acetic Acid-Treated Cassava Plants at 7 Days After the Imposition of a Drought

Acetic acid-treatment delayed the decrease in RWC in leaves of cassava plants exposed to a drought. In *Arabidopsis*, research on the effect of acetic acid has suggested that acetic acid operates through jasmonate (JA) signaling to respond to drought and maintains the RWC in plants. Therefore, to investigate the effect of the acetic acid, the measurement of ABA, JA and jasmonate-Ile (JA-Ile) and transcriptome analysis of acetic acid-treated- and control leaves were conducted. 

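The transcriptome analysis rests on 6 one-color oligo-microarrays, 3 of leaves from plants treated with 10 mM acetic acid and 3 of leaves from plants treated with water, each from a separate biological replicate. The methods' paragraph on total RNA gives 7 days of treatment and names no drought, and the paragraph on the microarray gives leaves of 4 plants per replicate. The methods' paragraph on plant preparation gives 7 days of treatment followed by a drought of 14 days, and so do the labels of the deposited samples, which give 3 plants per sample. A heading of the results places the leaves 7 days after the start of a drought. Which of these descriptions holds for the arrays is not known, and the arrays were grouped by treatment and replicate, which the labels and the methods give alike. Each array holds 62976 spots, of which 61657 are not controls, and these carry 59079 different probes. The scanner's output gives for each spot a signal from which the background had been removed and which had not been normalized between arrays, and the authors also deposited log2 values scaled to the 75th percentile of each array. Between 51.9% and 55.2% of the spots that are not controls were well above background on each array, and none of them (0) was saturated. The 75th percentile of the signal was between 228 and 279 on the acetic acid arrays and between 267 and 295 on the water arrays. For the values given here, the log2 of the scanner's signal was taken relative to the 75th percentile of its array, outlier spots were left out, and spots of one probe were averaged. The 31267 probes that were well above background on all 3 arrays of at least 1 treatment were compared between the treatments with limma, two-sided, with Benjamini-Hochberg adjustment over all of them, and a probe with an adjusted p under 0.05 is said to have passed. The number of arrays limits the precision. All 6 arrays lay on 1 slide, with acetic acid in row 1 and water in row 2, so the row of the slide and the treatment cannot be told apart.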

The ABA content from 10 mM acetic acid-treated leaves was significantly increased 1.9 folds in comparison to control one but JA and JA-Ile contents were not changed (Figure 5). 

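Table 1 of the paper lists genes under 53 Arabidopsis loci, and 35 of these loci were looked up on the microarray through a probe description, which names a single gene for 34 of them, whereas that used for HOP3 may cover other genes. The others, among them ABI2, OST1 and members of the HSP70 and HSP20 families, were not looked up, since Table 1 gives them a name that no probe description carries or that several genes share. Each gene was represented by its brightest probe, and for 31 genes this probe was bright enough to be tested. The difference between the treatments had the sign given in Table 1 for 22 of these 31 genes, which were 14 of the 21 listed as higher in acetic acid and 8 of the 10 listed as lower. Over the same 31 genes, this number moved most without acetic acid replicate 2, to 20, and with acetic acid replicate 3 or water replicate 1 left out, with a block for the column of the slide or with the mean of all probes of a gene, to 24. Without a filter on dim probes, no sign changed and 4 further dim genes were counted, which gave 26 of 35. With HOP3 left out, the sign was that of Table 1 for 22 of 30 genes, and with AT5G59220.1 added as well, through the brightest probe described as highly ABA-induced PP2C gene 1, for 23 of 31; both were tried after seeing the data. Drought-induced 21 (DI21, AT4G15910.1) had a log2 signal of 6.79 ± 0.59 (SD, n = 3) in acetic acid and 5.19 ± 0.14 (SD, n = 3) in water. Its log2 difference of 1.61 (standard error 0.28, adjusted p = 0.112 from limma) was the highest of the list, and all 4 of its probes were higher in acetic acid. The lowest was that of HSP17.4 (AT3G46230.1), at -0.75 (standard error 0.16, adjusted p = 0.137 from limma). In limma, 0 of the 31 genes passed, and 17 had an unadjusted p under 0.05, of which 16 had the sign of Table 1. The methods' unpaired test gave 17 genes at an unadjusted p under 0.05 and 0 after Benjamini-Hochberg or Westfall-Young correction. Adjusted over the list alone, 16 genes were under 0.05 in limma, but the study chose the list on these samples, so this is not independent evidence. With acetic acid replicate 3 left out, 2 genes passed, DI21 and ethylene-dependent gravitropism-deficient and yellow-green-like 3 (EGY3, AT1G17870.1). Of the 25 genes with more than 1 tested probe, 12 had probes of both directions. For 34 of 37 ratios printed for the identified genes, some probe of the same description has a deposited ratio that rounds to the printed one. It is the brightest probe for 15 of them, so the brightest probe may not be the one behind a printed ratio. Such probes were looked for after the values were seen.

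**Figure D1:**
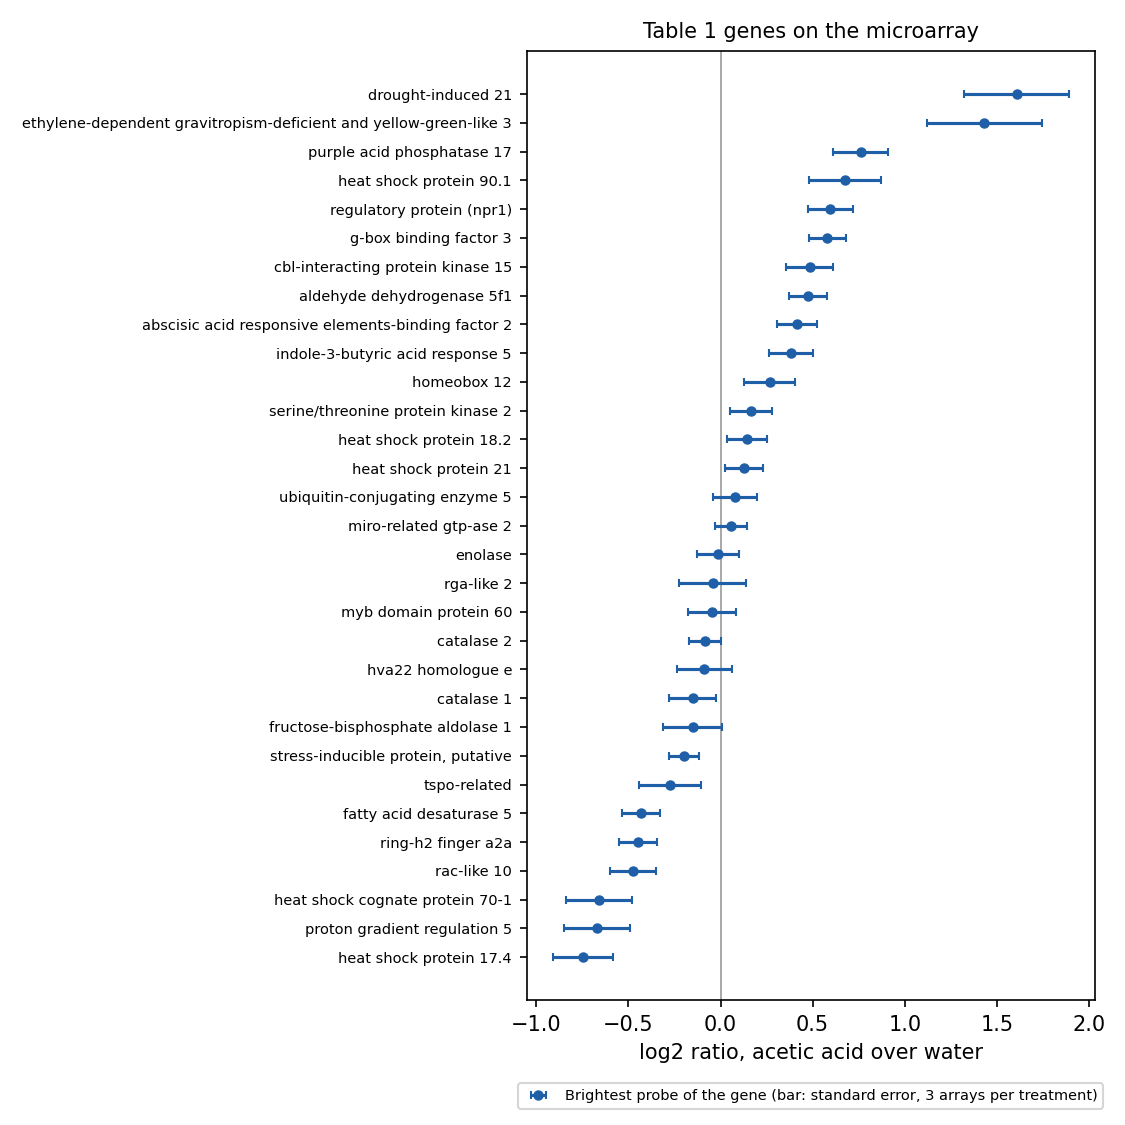
Log2 ratio of acetic acid over water (x axis) for the 31 tested genes of Table 1 (y axis, names as on the array). Points are the brightest probe of each gene and bars its standard error from limma, with 3 arrays per treatment; the values run from -0.75 to 1.61.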

In the transcriptome analysis, results indicated that there was an upregulation of genes involved in the ABA signaling pathway and heat shock proteins (HSPs) in the acetic acid-treated leaves relative to control leaves of cassava plants (Table 1). The microarray analysis identified 2,399 genes that showed significant differences (FDR < 0.0001) in expression as determined with Westfall–Young multiple testing correction based on an unpaired *t*-test. 

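In limma, 0 of the 31267 tested probes had an adjusted p under 0.05, and the smallest adjusted p was 0.0841. An unadjusted p under 0.05 was found for 5932 probes, where 1563 would be expected with no difference, and 3018 of these were higher and 2914 lower in acetic acid. The unpaired test of the methods, on the same values, gave 5019 probes at an unadjusted p under 0.05 and 3 after Benjamini-Hochberg adjustment. The Westfall-Young correction was computed over the 10 ways of dividing the 6 arrays into groups of 3. At the threshold of 0.0001, it gave 3 probes when the division by treatment was left out of the count and 0 when it was counted, in which case 0.1 is the smallest value that these divisions allow. For 26.5% of 31265 probes with a value on every array, the 3 acetic acid values lay entirely above or below the 3 water values, where chance gives 10%. Among the limma fits the count moved most without acetic acid replicate 3, when 307 probes passed, 145 higher and 162 lower in acetic acid. The counts at an unadjusted p under 0.05 also moved in limma. With 1 array left out, they were lowest without water replicate 2, at 1746 higher and 1697 lower. They were highest without acetic acid replicate 3, at 4074 and 3873. With the arrays scaled to added control RNA, chosen after seeing the data, 911 were higher and 4485 lower.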

Among the differentially expressed genes, 227 and 330 genes were twofold up- or down-regulated, respectively, by the acetic acid treatment. 

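A difference of at least 2-fold, whatever its p, was found for 198 probes that were higher and 569 that were lower in acetic acid. Of these, 152 higher and 349 lower probes had an unadjusted p under 0.05 in limma, and 0 in either direction had an adjusted p under 0.05. At an unadjusted p under 0.05, the methods' unpaired test gave 118 probes at least 2-fold higher and 195 at least 2-fold lower. After Benjamini-Hochberg adjustment, or with the Westfall-Young correction that leaves the division by treatment uncounted, it gave 0 and 1. With the background modelled by limma's normexp method in place of the scanner's subtraction, 11 probes in each direction passed and differed at least 2-fold. Without acetic acid replicate 3, the counts were 97 higher and 121 lower. Since no probe passed, single genes with large differences could be picked only after their values were seen. Among these, galactinol synthase 1 had a log2 difference of 2.62 (standard error 0.43, adjusted p = 0.104 from limma), and RAD-like 1 had one of -3.35 (standard error 0.44, adjusted p = 0.0890).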

Functional category classification using the gene ontology (GO) of the *Arabidopsis* Information Resource (TAIR10) for Biological Process by agriGO was performed on the 1,945 of the differentially expressed cassava genes that could be annotated based on the genome from *Arabidopsis thaliana*. These genes were classified into the GO terms “response to abscisic acid stimulus,” “response to hydrogen peroxide,” “response to heat,” “response to high light intensity,” “tRNA metabolic process,” and “positive regulation of cellular process” for biological process (Figure 6). Here, we focused on “response to abscisic acid stimulus,” “response to hydrogen peroxide,” “response to heat,” “response to high light intensity” due to show the increase of ABA level in acetic acid-treated leaves. The stress-upregulated cassava genes classified in these GO terms include the homolog of a key gene involved in response to stress and ABA; *ABA INSENSITIVE 2, ABI2*(AT5G57050.1), which encodes a member of a *protein phosphatase 2C* (*PP2C*) (Table 1) that plays a role in ABA signal transduction as negative regulators (Leung et al., 1997); several *HSPs*, such as *HSP21* (AT4G27670*.1*), *HSP70* (AT3G12580.1), *HSP18.2* (AT5G59720.1), and *HSP20* (AT1G54050.1 and AT2G29500.1), which play important roles in cells by preventing aggregation of destabilized proteins exposed to high heat and light intensity (Basha et al., 2012); *OPEN STOMATA 1, OST1* (AT4G33950.2), which encodes the ABA-activated protein kinase, a member of *SNF1-related protein kinases* (*SnRK2*) that are involved in stomatal closure through ABA induction (Umezawa et al., 2010) (Supplementary Figure S2A); *ABI five binding protein 2* (*AFP2*) (AT1G13740.1), whose members interact with the transcription factor, *ABA-Insensitive5* (*ABI5*) which is mediated in ABA response (Lynch et al., 2017); and two different kinds of *PP2C* genes (AT5G51760.1 and AT5G59220.1) that may play a role in ABA signal transduction along with ABI2.

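HSP21 has 6 probes on the microarray, of which 4 could be tested. Its brightest probe had a log2 signal of 1.91 ± 0.15 (SD, n = 3) in acetic acid and 1.78 ± 0.06 (SD, n = 3) in water, a difference of 0.13 (standard error 0.11, adjusted p = 0.525 from limma) within the spread between arrays. This sign changed under 1 alternative, the scaling to added control RNA, which was chosen after seeing the data. A dimmer HSP21 probe was well above background on the 3 acetic acid arrays and on none (0) of the water arrays. It had a log2 difference of 2.46 (standard error 0.47, adjusted p = 0.123 from limma), where Table 1 prints 2.5. With its water signal at background, the rise can only be given as at least 2.08-fold. The other tested probes had differences of -0.02 and -0.42. For HSP18.2, 6 of 7 tested probes were higher in acetic acid, and the brightest had a difference of 0.15 (standard error 0.11, adjusted p = 0.484 from limma). The 7 probes ran from -0.65 to 1.17, and Table 1 prints 1.2. No probe description names the HSP20 genes, ABI2 or OST1 themselves. The description heat shock protein 70 is shared by 7 probes, and it is not known which of them stands for HSP70 (AT3G12580.1). Of these, 3 could be tested, 2 higher and 1 lower in acetic acid, with log2 differences from -0.12 to 0.15, and 1 was higher and 2 lower with the scaling to control RNA. Among the 17 tested probes described as Hsp70 family proteins, 15 were lower in acetic acid, and this number was between 11 and 17 under the other scalings of the arrays. Of 35 tested HSP20-like chaperone probes, 19 were higher and 16 lower, but 9 were higher and 26 lower with the scaling to control RNA. Of 84 tested probes described as protein phosphatase 2C (PP2C) family proteins, 43 were higher and 41 lower, with log2 differences from -0.56 to 1.25, and with the scaling to control RNA 21 were higher and 63 lower. Which of them stand for the paper's PP2C genes is not known, so this split is no check of those genes. Probes described as highly ABA-induced PP2C genes are not among the 84 and are given further below. In limma 0 of these 84 PP2C probes passed, and 20 had an unadjusted p under 0.05, 7 higher and 13 lower. Among 8 probes of the SnRK2 family, SNF1-related protein kinases 2.2 and 2.9 were higher in acetic acid by log2 differences of 0.48 (standard error 0.17, adjusted p = 0.227) and 0.41 (standard error 0.12, adjusted p = 0.182), and the other 6 were lower, with log2 differences from -0.55 (SNF1-related protein kinase 2.7, adjusted p = 0.143) to -0.17 and adjusted p up to 0.706. None of these directions changed under the other scalings of the arrays (0). Neither probe of AFP2 was above background on any array, so a change in AFP2 could not be detected. As a family, the 174 heat shock protein probes had a mean log2 difference of 0.06 (adjusted p = 0.414 from limma's camera test), with 105 of them higher in acetic acid, and a mean of -0.08 with the scaling to control RNA.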

**FIGURE 5:**
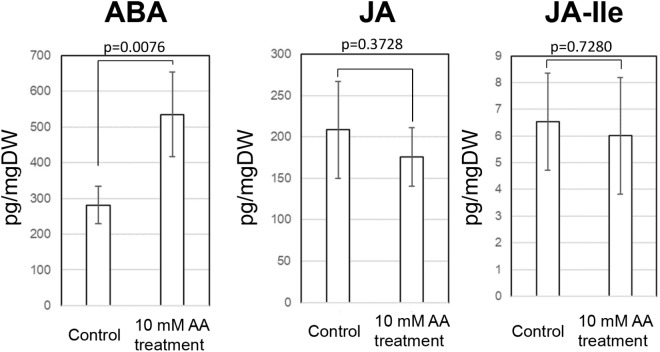
ABA, JA, and JA-Ile contents in the cassava leaves at 7 days after external application of acetic acid and water (control). A *p*-value on figure was measured by paired *t*-test.

**Table 1:** Acetic acid-responsive genes in cassava.

Encoded proteins/other features ^a^	Log_2_ ratio^b^	AGI code ^c^	*E*-value	Cassava gene model ^d^
**Genes that respond to high light intensity (GO:0009644)**				
Heat shock protein 21, HSP21	2.5	AT4G27670.1	4.2E-45	Manes.01G042200
Ethylene-dependent gravitropism-deficient and yellow-green-like 3	2.0	AT1G17870.1	1.4E-45	Manes.10G087000
ABA INSENSITIVE 2, ABI2	1.9	AT5G57050.1	3E-11	Manes.06G158800
Heat shock protein 70 (Hsp 70) family protein	1.9	AT3G12580.1	0	Manes.11G067500
Heat shock protein 18.2	1.2	AT5G59720.1	3E-19	Manes.04G138400
Stress-inducible protein, HOP3	0.8	AT4G12400.2	0	Manes.02G035100
HSP20-like chaperones superfamily protein	0.7	AT1G54050.1	1.4E-45	
HSP20-like chaperones superfamily protein	0.6	AT2G29500.1	0	Manes.02G124600
Fatty acid desaturase 5	-0.4	AT3G15850.1	2E-38	Manes.04G112800
Proton gradient regulation 5	-0.7	AT2G05620.1	7E-43	Manes.03G160100
**Genes that respond to heat (GO:0009408)**				
Heat shock protein 21, HSP21	2.5	AT4G27670.1	4.2E-45	Manes.01G042200
Ethylene-dependent gravitropism-deficient and yellow-green-like 3	2.0	AT1G17870.1	1.4E-45	Manes.10G087000
ABA INSENSITIVE 2, ABI2	1.9	AT5G57050.1	3E-11	Manes.06G158800
Heat shock protein 70 (Hsp 70) family protein	1.9	AT3G12580.1	0	Manes.11G067500
Multiprotein bridging factor 1C, MBF1C	1.2	AT3G24500.1	0	Manes.03G019200
Heat shock protein 18.2	1.2	AT5G59720.1	3E-19	Manes.04G138400
5′–3′ exonuclease family protein	0.9	AT3G28030.1	0.0000006	Manes.15G181100
Ubiquitin-conjugating enzyme 5	0.9	AT5G41340.1	0	Manes.02G021200
Stress-inducible protein, HOP3	0.8	AT4G12400.2	0	Manes.02G035100
HSP20-like chaperones superfamily protein	0.7	AT1G54050.1	1.4E-45	
Cytochrome P450, family 71	0.7	AT1G13080.1	3E-38	Manes.14G059200
Regulatory protein (NPR1)///unknown	0.6	AT1G64280.1	2E-15	Manes.16G100600
HSP20-like chaperones superfamily protein	0.6	AT2G29500.1	0	Manes.02G124600
Heat shock protein 90.1	0.6	AT5G52640.1	0	Manes.06G152800
Aldehyde dehydrogenase 5F1	0.6	AT1G79440.1	0	
Molecular chaperone Hsp40/DnaJ family protein	0.5	AT1G80030.3	0	Manes.11G058000
Serine/threonine protein kinase 2	-0.4	AT3G08720.2	0	
DNAJ heat shock N-terminal domain-containing protein	-0.4	AT3G08970.1	0	Manes.08G094300
DNAJ heat shock family protein	-0.5	AT2G22360.1	1E-29	Manes.14G168300
Chitinase family protein	-0.6	AT1G05850.1	2E-14	Manes.05G195100
Heat shock cognate protein 70-1	-0.7	AT5G02500.2	0	Manes.10G031400
Heat shock protein 17.4	-0.7	AT3G46230.1	0	Manes.10G020000
**Genes that respond to abscisic acid stimulus (GO:0009737)**				
TSPO (outer membrane tryptophan-rich sensory protein)-related	3.3	AT2G47770.1	0	Manes.05G063900
ABA INSENSITIVE 2, ABI2	1.9	AT5G57050.1	3E-11	Manes.06G158800
Drought-induced 21	1.6	AT4G15910.1	3E-14	
Homeobox 12	1.5	AT3G61890.1	0	
Protein phosphatase 2C family protein, AHG1	1.3	AT5G51760.1	5E-25	
Enolase	1.3	AT2G36530.1	6E-41	Manes.14G033200
Fructose-bisphosphate aldolase 1///fructose-bisphosphate aldolase 2	1.2	AT4G38970.1	7E-37	
Cold regulated 413 plasma membrane 1	1.2	AT2G15970.1	7E-20	
Protein phosphatase 2C family protein	1.0	AT5G59220.1	1E-12	Manes.02G128000
Catalase 1	1.0	AT1G20630.1	1E-41	
Pentatricopeptide (PPR) domain protein 40	0.9	AT3G16890.1	0	Manes.03G202100
Myb domain protein 60	0.9	AT1G08810.1	2E-10	
OPEN STOMATA 1, OST1	0.9	AT4G33950.2	7E-19	Manes.15G143700
ABI five binding protein 2, AFP2	0.7	AT1G13740.1	0.0000005	Manes.01G027200
Indole-3-butyric acid response 5	0.7	AT2G04550.3	6E-15	Manes.13G064900
G-box binding factor 3	0.6	AT2G46270.1	4E-37	
Multiprotein bridging factor 1C, MBF1C	0.5	AT3G24500.1	5E-18	Manes.03G019200
CBL-interacting protein kinase 15	0.5	AT5G01810.3	9E-30	
Prenyltransferase family protein	0.4	AT5G40280.1	0.0000002	
Abscisic acid responsive elements-binding factor 2	0.4	AT1G45249.1	5E-44	Manes.05G174500
Phosphatidic acid phosphatase (PAP2) family protein	-0.4	AT3G58490.2	1E-23	Manes.08G040500
RING-H2 finger A2A	-0.4	AT1G15100.1	1E-41	Manes.06G063700
RAC-like 10	-0.5	AT3G48040.1	0	
Homeodomain-like superfamily protein	-0.5	AT1G01060.5	2E-29	
Homeodomain-like superfamily protein	-0.6	AT3G09600.1	3E-19	
Unknown protein	-0.6	AT5G25610.1	0	Manes.03G126100
HVA22 homolog E	-0.6	AT5G50720.1	5E-44	Manes.14G049000
MIRO-related GTP-ase 2	-1.0	AT3G63150.1	0	
RGA-like 2	-1.2	AT3G03450.1	0	Manes.05G004100
**Genes that respond to hydrogen peroxide (GO:0042542)**				
Heat shock protein 21	2.5	AT4G27670.1	4.20E-45	Manes.01G042200
Heat shock protein 70 (Hsp 70)	1.9	AT3G12580.1	0	Manes.11G067500
Purple acid phosphatase 17	1.5	AT3G17790.1	6.00E-33	Manes.14G173500
Ethylene-dependent gravitropism-deficient and yellow-green-like 3	1.4	AT1G17870.1	0	Manes.10G087000
Heat shock protein 18.2	1.2	AT5G59720.1	3.00E-19	Manes.04G138400
Catalase 1	1.0	AT1G20630.1	1.00E-41	
HSP20-like chaperones superfamily protein	0.7	AT1G54050.1	1.40E-45	
Catalase 2	0.6	AT4G35090.1	0	
HSP20-like chaperones superfamily protein	0.6	AT2G29500.1	0	Manes.02G124600

*^*a*^Encoded proteins/other features indicate the putative functions of the gene products that are expected from sequence similarity. The information for the NCBI protein reference sequence with the highest sequence similarity with the probes is shown. ^*b*^Log_*2*_ ratio = log_*2*_ (10 mM acetic acid/control). ^*c*^The information for AGI locus ID with the highest sequence similarity with the probe is shown. ^*d*^The information for cassava gene code with the highest sequence similarity with the probe is shown.*

**FIGURE 6:**
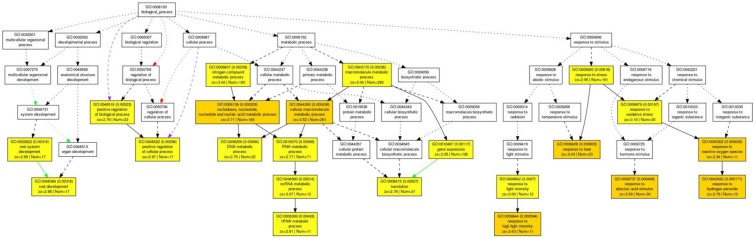
Parametric analysis of gene set enrichment (PAGE) in the biological process of 1,945 genes in cassava plants treated with 10 mM acetic acid in comparison to cassava plants treated with water treatment as determined with agriGO software. The genes that were annotated based on homology with *Arabidopsis* were selected by Westfall-Young multiple testing correction (FDR < 0.0001). The first pair of numerals represents the number of genes in the input list associated with the GO term and the number of genes in the input list. The second pair of numerals represents the number of genes associated with the GO term in the *Arabidopsis* database (TAIR10), the total number of *Arabidopsis* genes with GO annotations in TAIR10 and the *p*-value in parenthesis. Box colors in PAGE indicate levels of statistical significance: yellow < 0.01; orange < 0.001. White boxes are shown as non-significant terms.

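The paper counts 9-cis-epoxycarotenoid dioxygenases (NCEDs) among the key genes of ABA synthesis. Of the 7 NCED genes in Supplementary Table S1, 6 could be joined to a probe of the same description whose deposited difference has the printed value with its sign turned, to the last printed digit. For 5 of them, the probes of NCED3 (Manes.17G071200 and Manes.15G102000), NCED5 (Manes.15G122400) and NCED6 (Manes.03G150400 and Manes.15G050500), the signal was not above background on any array, so a change was not detectable. The NCED3 gene Manes.03G083500 had a log2 signal of -2.40 ± 0.20 (SD, n = 3) in acetic acid and -2.39 ± 0.21 (SD, n = 3) in water. This is a log2 difference of -0.00288 (standard error 0.15, adjusted p = 0.993 from limma), far smaller than the spread between arrays, and its sign was not kept under all alternatives. The microarray has 15 probes described as NCED, and 5 of them were bright enough to be tested. The other 4 are described as NCED4, which is not in Supplementary Table S1 and whose part in ABA synthesis was not examined. These 4 probes were picked out after their values were seen. Their log2 differences lay between -0.45 and -0.34, with adjusted p from 0.194 to 0.221 in limma, and for each the 3 acetic acid values were below the 3 water values, as happens for 10% of probes by chance when both directions are counted. None of the NCED probes passed (0), 4 had an unadjusted p under 0.05, and the methods' unpaired test also gave these 4 at an unadjusted p under 0.05 and 0 after correction.

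**Figure D2:**
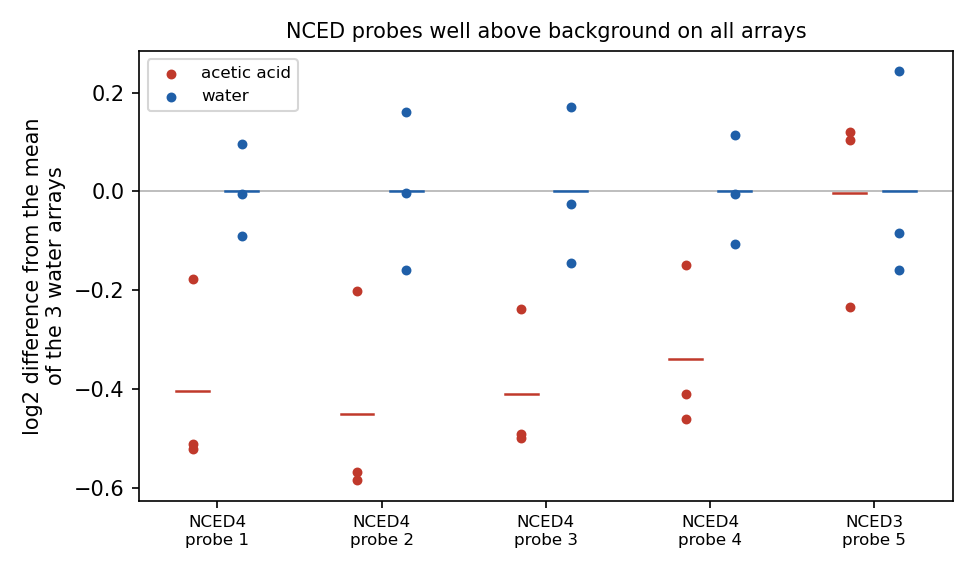
Log2 signal of the 5 NCED probes that were well above background on all 6 arrays, as the difference from the mean of the 3 water arrays (y axis), for each probe (x axis). Points are single arrays and lines the mean of 3; the NCED4 means in acetic acid lie between -0.45 and -0.34 and the NCED3 mean at -0.00288.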

Although several genes related to the ABA signaling pathway were identified, the expression of key genes in the ABA biosynthetic pathway, such as the *9-cis-epoxycarotenoid dioxygenases* (*NCEDs*), were not dramatically changed in response to the acetic acid (Supplementary Figure S2B and Supplementary Table S1) (Iuchi et al., 2001). 

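All 19 entries of Supplementary Table S2, which hold 18 gene models since Manes.15G182700 is listed as MYC2 and as MYC4, and which cover allene oxide cyclases (AOC), COI1, JAZ and MYC genes, could be joined to a probe of the same description whose deposited difference has the printed value. The probes of 12 entries, of 11 gene models, were bright enough to be tested, 6 of them higher and 6 lower in acetic acid, with log2 differences from -0.53 to 0.36. None of the 12 (0) passed in limma, 2 had an unadjusted p under 0.05, and adjusted over the list alone 0 were under 0.05. The methods' unpaired test gave 1 entry at an unadjusted p under 0.05 and 0 after correction. JAZ3 (Manes.06G004000) had the lowest value, -0.53 (standard error 0.18, adjusted p = 0.213 from limma). JAZ12 (Manes.16G088300) had the highest, 0.36 (standard error 0.11, adjusted p = 0.184), and all 3 acetic acid values were above the 3 water values. AOC3 (Manes.01G108000) had a log2 signal of 4.18 ± 0.20 (SD, n = 3) in acetic acid and 4.31 ± 0.21 (SD, n = 3) in water, a difference of -0.13 (standard error 0.15, adjusted p = 0.662 from limma) within the spread between arrays. The COI1 gene Manes.10G017900 had a difference of 0.18 (standard error 0.15, adjusted p = 0.521). The probes of the other 7 entries, among them JAZ1 and AOC4, did not reach the brightness required for the test. The sign of the difference was kept under all alternatives for 8 of the 12 entries.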

Upregulation of JA biosynthetic genes, such as *allene oxide cyclases* (*AOCs*), and signaling pathway genes, such as *COI1*, *JAZ*, and *MYC* families, was also not observed in cassava plants treated with acetic acid (Supplementary Table S2). 

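Among the genes of the ABA response in Table 1, ABA responsive elements-binding factor 2 (ABF2, AT1G45249.1) had a log2 signal of 0.97 ± 0.16 (SD, n = 3) in acetic acid and 0.56 ± 0.05 (SD, n = 3) in water. The difference of 0.41 (standard error 0.11, adjusted p = 0.158 from limma) exceeded the spread between arrays but did not pass. G-box binding factor 3 (GBF3, AT2G46270.1) had a difference of 0.58 (standard error 0.10, adjusted p = 0.111) and CBL-interacting protein kinase 15 (CIPK15, AT5G01810.3) one of 0.48 (standard error 0.13, adjusted p = 0.165). For all 3 genes, each acetic acid value was above each water value. Of the 11 tested genes that Table 1 lists as higher under the abscisic acid stimulus, 6 were higher here by their brightest probes. The brightest probes of TSPO, enolase, fructose-bisphosphate aldolase 1, catalase 1 and MYB60 were lower, by log2 differences from -0.27 to -0.0139, with overlapping values of the treatments. For all of these but fructose-bisphosphate aldolase 1, another probe has a deposited ratio that rounds to the printed one. These ratios are 3.33 for TSPO, 1.26 for enolase, 1.01 for catalase 1 and 0.88 for MYB60. Those probes were too dim to be tested, so the brightest probes do not contradict the paper there. Further probes of the pathway were picked out after their values were seen. The locus AT5G59220.1, which Table 1 gives as a PP2C family protein, is known in Arabidopsis as highly ABA-induced PP2C gene 1, although the files do not pair loci with probes. The 6 bright probes described as highly ABA-induced PP2C genes 1, 2 and 3 were higher in acetic acid by log2 differences between 1.04 and 2.10, with adjusted p from 0.0907 to 0.147 in limma. The 3 probes of the ABA receptor PYR1-like 4 were lower, with log2 differences between -1.68 and -0.94 and adjusted p from 0.0841 to 0.0940. Neither group had a probe that passed, whereas without acetic acid replicate 3, 3 of the 6 PP2C probes and 1 of the 3 receptor probes did, without acetic acid replicate 2 it was 0 and 2, and with normexp background 0 and 3. The tested probes described as homology to ABI1 and to ABI2 went both ways, with log2 differences from -0.10 to 0.65. Most of them lay between -0.10 and 0.11, and their smallest adjusted p was 0.147 in limma. From the raised expression of ABA signaling genes and the increased ABA level, the paper proposes that activation of this pathway may contribute to drought avoidance after acetic acid treatment.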

In the current study of cassava, the expression of genes involved in the ABA signaling pathway were upregulated by the acetic acid treatment and sunlight, suggesting that activation of the ABA signaling pathway may play a role in acetic acid-mediated drought avoidance in cassava plants through the increased ABA level.

## Discussion

Results of the present study indicate that an application of acetic acid enhances drought avoidance in cassava. Analyses of microarray experiments revealed that acetic acid upregulates the expression of ABA signaling pathway-related genes, such as *ABA-insensitive 2* (*ABI2;* Finkelstein and Somerville, 1990) and *OST1* (Mustilli et al., 2002) homologs, and stress response and tolerance-related genes, such as HSPs (Figure 5 and Table 1). Acetic acid treatment increased leaf temperature and accumulation of ABA and decreased stomatal conductance and transpiration rates; suggesting that the acetic acid treatment retained the RWC in cassava plants subjected to drought through the ABA-mediated control of stomatal aperture.

Previous studies have reported that treatment of plants with acetic acid enhances drought tolerance in *Arabidopsis*, rice, maize, wheat, and rapeseed and that activation of JA signaling is a key event in the enhancement of drought tolerance in *Arabidopsis* (Kim et al., 2017). Activation of ABA biosynthesis and the ABA signaling pathway was not observed in *Arabidopsis* in response to an acetic acid treatment (Kim et al., 2017); although the expression of ABA signaling-related genes, such as *ABI2*, *OST1*, *ABA-hypersensitive germination 1* (*AHG1*; Nishimura et al., 2007), *ABA-insensitive five-binding protein 2* (*AFP2*; Lynch et al., 2017) were upregulated in cassava in response to an acetic acid treatment (Table 1). In the present study, increased expression of JA biosynthesis and signaling pathway genes was not observed in response to the acetic acid treatment, although the expression of *JA biosynthetic enzyme AOC3* was upregulated and the level of JA increased transiently in response to an acetic acid treatment in *Arabidopsis* (Kim et al., 2017). Differences in the molecular response of cassava vs. *Arabidopsis* may be due to the following reasons: (1) innate differences in the response of woody plants, such as cassava, and herbaceous plants, such as *Arabidopsis*, to the exogenous application of acetic acid; (2) use of different experimental conditions in the studies conducted in *Arabidopsis* vs. cassava. For example, high light (in the range of 100–1,300 μmol m^-2^s^-1^) vs. low (∼100 μmol m^-2^ s^-1^) light intensity was used in studies on cassava vs. *Arabidopsis*, respectively (Kim et al., 2017; Rasheed et al., 2018).

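HSP90.1 (AT5G52640.1) had a log2 signal of 0.37 ± 0.36 (SD, n = 3) in acetic acid and -0.31 ± 0.17 (SD, n = 3) in water, a difference of 0.68 (standard error 0.20, adjusted p = 0.182 from limma). HOP3 was looked up through the description of a putative stress-inducible protein, which may cover other genes of its family. Of its 6 probes, 5 could be tested and were lower in acetic acid, the brightest with a difference of -0.20 (standard error 0.08, adjusted p = 0.259), and the other one, with a deposited difference of 0.78, was not well above background on any array. Which of them stands for HOP3 is not known. The brightest probe of catalase 1 had a difference of -0.15 (standard error 0.13, adjusted p = 0.535), and 1 of its 4 tested probes was higher in acetic acid. For catalase 2, 4 of 16 tested probes were higher, and the brightest had a difference of -0.08 (standard error 0.09, adjusted p = 0.622) within the spread between arrays. A further probe of catalase 1 and one of catalase 2 had deposited differences of 1.01 and 0.61, but neither was well above background on any array. Both MBF1c probes (AT3G24500.1) had log2 differences above 0, at 0.53 and 1.21, but they were well above background on 1 and 2 acetic acid arrays and on 0 water arrays and could not be tested. Of the 3 TSPO probes (AT2G47770.1), the brightest had a difference of -0.27 (standard error 0.17, adjusted p = 0.402). Another TSPO probe had a log2 difference of 3.33, but it was well above background on 2 of the 3 acetic acid arrays and on 0 water arrays and was not tested.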

The application of acetic acid increased the expression of various stress response and stress tolerance-related genes, such as heat shock family proteins, *HSP20* (Muthusamy et al., 2017), *HSP21* (Zhong et al., 2013), *HSP70* (Tang et al., 2016; Leng et al., 2017) and *HSP90* (Krishna and Gloor, 2001), ER stress-related gene, *HOP3* (At4g12400; Fernández-Bautista et al., 2017a,b), *catalase 1* and *catalase 2* (Zou et al., 2015), *multiprotein-bridging factor 1c* gene (*MBF1c*; Alavilli et al., 2017), and an outer membrane tryptophan-rich sensory protein (TSPO) (Guillaumot et al., 2009). HSP20 and HSP70 family members function as molecular chaperones and help plants adapt to environmental stress (Tang et al., 2016; Leng et al., 2017; Muthusamy et al., 2017). HSP21 is involved in the protection against oxidative stress (Zhong et al., 2013). HOP3, a member of the HOPs [heat shock protein 70 (HSP70) and heat shock protein 90 (HSP90) organizing proteins] family in *Arabidopsis* plays an essential role in the response of the endoplasmic reticulum (ER) in plants to abiotic stress (Fernández-Bautista et al., 2017a). HOP3 has been suggested, through its role in the alleviation of ER stress, to play an important function in plant response to various stresses (Fernández-Bautista et al., 2017a). It is plausible to suggest that acetic acid treatment enhances drought avoidance in cassava through the regulation of the ER stress response. Overexpression of *P. alpinum multiprotein-bridging factor 1c* gene (*PaMBF1c*) enhanced salt tolerance in *Arabidopsis* (Alavilli et al., 2017). Catalase plays an important role in ABA- and H_2_O_2_-mediated signal transduction and in maintaining H_2_O_2_ homeostasis in response to drought (Zou et al., 2015). *TSPO* expression is upregulated by drought in both shoots and roots, and the *TSPO* promoter has been shown to be useful for the genetic engineering of drought tolerant plants to drought (Rasheed et al., 2018).

## Conclusion

Our study demonstrates that the external application of acetic acid under high PAR leads to stomatal closure which is induced by the activation of the ABA-dependent stress response pathway in cassava, by increasing the ABA level. Our study also indicates the possibility of avoiding drought without the inhibition of plant growth, through the external application of acetic acid with a lower concentration. Although the detailed mechanisms underlying acetic acid-mediated enhancement of drought avoidance in cassava remain to be elucidated, the findings of the current study suggest that treatment of plants with simple, easily available and low cost compounds, such as acetic acid, may have beneficial effects on the growth of plants subjected to drought.

## Author Contributions

YU and MoS conceptualized the study. YU, CU, MT, CH, and ST measured the physiological parameters. TM and SM measured the leaf angle. YK and MiS performed the phytohormone measurements. YU, MT, and AM performed the microarray analysis. CU, YO, and EM performed the propagation of plants. YU, CH, and MoS wrote the original draft.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[B1] AinaO. O.DixonA. G. O.AkinrindeE. A. (2007). Effect of soil moisture stress on growth and yield of cassava in Nigeria. *Pak. J. Biol. Sci.* 10 3085–3090. 10.3923/pjbs.2007.3085.3090 19090103

[B2] AlavilliH.LeeH.ParkM.LeeB. H. (2017). Antarctic moss multiprotein bridging factor 1c overexpression in *Arabidopsis* resulted in enhanced tolerance to salt stress. *Front. Plant Sci.* 8:1206. 10.3389/fpls.2017.01206 28744295PMC5504242

[B3] BashaE.O’neillH.VierlingE. (2012). Small heat shock proteins and alpha-crystallins: dynamic proteins with flexible functions. *Trends Biochem. Sci.* 37 106–117. 10.1016/j.tibs.2011.11.005 22177323PMC3460807

[B4] ChemongesM.BalyejusaE. K.BisikwaJ.OsiruD. S. O. (2013). Phenotypic and physiological traits associated with drought tolerant cassava cultivars in Uganda. *Afr. Crop Sci. Conf. Proceed.* 11 463–469. 10.1093/aobpla/plt007 23519782PMC3604649

[B5] De OliveiraE. J.MorganteC. V.De Tarso AidarS.De Melo ChavesA. R.AntonioR. P.CruzJ. L. (2017). Evaluation of cassava germplasm for drought tolerance under field conditions. *Euphytica* 213:188 10.1007/s10681-017-1972-7

[B6] El-SharkawyM. A. (2007). Physiological characteristics of cassava tolerance to prolonged drought in the tropics: implications for breeding cultivars adapted to seasonally dry and semiarid environments. *Braz. J. Plant Physiol.* 19 257–286. 10.1590/s1677-04202007000400003

[B7] FahadS.BajwaA. A.NazirU.AnjumS. A.FarooqA.ZohaibA. (2017). Crop production under drought and heat stress: plant responses and management options. *Front. Plant Sci.* 8:1147. 10.3389/fpls.2017.01147 28706531PMC5489704

[B8] Fernández-BautistaN.Fernandez-CalvinoL.MunozA.CastellanoM. M. (2017a). HOP3 a new regulator of the ER stress response in *Arabidopsis* with possible implications in plant development and response to biotic and abiotic stresses. *Plant Signal. Behav.* 12:e1317421. 10.1080/15592324.2017.1317421 28426278PMC5501236

[B9] Fernández-BautistaN.Fernandez-CalvinoL.MunozA.CastellanoM. M. (2017b). HOP3, a member of the HOP family in *Arabidopsis*, interacts with BiP and plays a major role in the ER stress response. *Plant Cell Environ.* 40 1341–1355. 10.1111/pce.12927 28155228

[B10] FinkelsteinR. R.SomervilleC. R. (1990). Three classes of abscisic acid (ABA)-insensitive mutations of *Arabidopsis* define genes that control overlapping subsets of ABA responses. *Plant Physiol.* 94 1172–1179. 10.1104/pp.94.3.1172 16667813PMC1077358

[B11] FuL.DingZ.HanB.HuW.LiY.ZhangJ. (2016). Physiological investigation and transcriptome analysis of polyethylene glycol (PEG)-induced dehydration stress in cassava. *Int. J. Mol. Sci.* 17:283. 10.3390/ijms17030283 26927071PMC4813147

[B12] GuillaumotD.GuillonS.DeplanqueT.VanheeC.GumyC.MasquelierD. (2009). The *Arabidopsis* TSPO-related protein is a stress and abscisic acid-regulated, endoplasmic reticulum-Golgi-localized membrane protein. *Plant J.* 60 242–256. 10.1111/j.1365-313X.2009.03950.x 19548979

[B13] HaC. V.Leyva-GonzalezM. A.OsakabeY.TranU. T.NishiyamaR.WatanabeY. (2014). Positive regulatory role of strigolactone in plant responses to drought and salt stress. *Proc. Natl. Acad. Sci. U.S.A.* 111 851–856. 10.1073/pnas.1322135111 24379380PMC3896162

[B14] IuchiS.KobayashiM.TajiT.NaramotoM.SekiM.KatoT. (2001). Regulation of drought tolerance by gene manipulation of 9-cis-epoxycarotenoid dioxygenase, a key enzyme in abscisic acid biosynthesis in *Arabidopsis*. *Plant J.* 27 325–333. 10.1046/j.1365-313x.2001.01096.x 11532178

[B15] JolayemiO. L.OpabodeJ. T. (2018). Responses of cassava (Manihot esculenta Crantz) varieties to in vitro mannitol-induced drought stress. *J. Crop Improv.* 32 566–578. 10.1080/15427528.2018.1471431

[B16] KamangaR. M.MbegaE.NdakidemiP. (2018). Drought tolerance mechanisms in plants: physiological responses associated with water deficit stress in Solanum lycopersicum. *Adv. Crop Sci. Technol.* 6:3 10.4172/2329-8863.1000362

[B17] KannoY.OikawaT.ChibaY.IshimaruY.ShimizuT.SanoN. (2016). AtSWEET13 and AtSWEET14 regulate gibberellin-mediated physiological processes. *Nat. Commun.* 7:13245. 10.1038/ncomms13245 27782132PMC5095183

[B18] KhanM. I.FatmaM.PerT. S.AnjumN. A.KhanN. A. (2015). Salicylic acid-induced abiotic stress tolerance and underlying mechanisms in plants. *Front. Plant Sci.* 6:462. 10.3389/fpls.2015.00462 26175738PMC4485163

[B19] KimJ. M.ToT. K.MatsuiA.TanoiK.KobayashiN. I.MatsudaF. (2017). Acetate-mediated novel survival strategy against drought in plants. *Nat. Plants* 3:17097. 10.1038/nplants.2017.97 28650429

[B20] KinoshitaT.SekiM. (2014). Epigenetic memory for stress response and adaptation in plants. *Plant Cell Physiol.* 55 1859–1863. 10.1093/pcp/pcu125 25298421

[B21] KrishnaP.GloorG. (2001). Hsp90 family of proteins in *Arabidopsis thaliana*. *Cell Stress Chaperones* 6 238–246. 1159956510.1379/1466-1268(2001)006<0238:thfopi>2.0.co;2PMC434405

[B22] LengL.LiangQ.JiangJ.ZhangC.HaoY.WangX. (2017). A subclass of HSP70s regulate development and abiotic stress responses in *Arabidopsis thaliana*. *J. Plant Res.* 130 349–363. 10.1007/s10265-016-0900-6 28004282

[B23] LeungJ.MerlotS.GiraudatJ. (1997). The *Arabidopsis* ABSCISIC ACID-INSENSITIVE2 (ABI2) and ABI1 genes encode homologous protein phosphatases 2C involved in abscisic acid signal transduction. *Plant Cell* 9 759–771. 10.1105/tpc.9.5.759 9165752PMC156954

[B24] LynchT. J.EricksonB. J.MillerD. R.FinkelsteinR. R. (2017). ABI5-binding proteins (AFPs) alter transcription of ABA-induced genes via a variety of interactions with chromatin modifiers. *Plant Mol. Biol.* 93 403–418. 10.1007/s11103-016-0569-1 27942958

[B25] MostofaM. G.RahmanA.AnsaryM. M.WatanabeA.FujitaM.TranL. S. (2015). Hydrogen sulfide modulates cadmium-induced physiological and biochemical responses to alleviate cadmium toxicity in rice. *Sci. Rep.* 5:4078. 10.1038/srep14078 26361343PMC4566128

[B26] MustilliA. C.MerlotS.VavasseurA.FenziF.GiraudatJ. (2002). *Arabidopsis* OST1 protein kinase mediates the regulation of stomatal aperture by abscisic acid and acts upstream of reactive oxygen species production. *Plant Cell* 14 3089–3099. 10.1105/tpc.007906 12468729PMC151204

[B27] MuthusamyS. K.DalalM.ChinnusamyV.BansalK. C. (2017). Genome-wide identification and analysis of biotic and abiotic stress regulation of small heat shock protein (HSP20) family genes in bread wheat. *J. Plant Physiol.* 211 100–113. 10.1016/j.jplph.2017.01.004 28178571

[B28] NguyenH.-C.LinK.-H.HoS.-L.ChiangC.-M.YangC.-M. (2018a). Enhancing the abiotic stress tolerance of plants: from chemical treatment to biotechnological approaches. *Physiol. Plant* 164 452–466. 10.1111/ppl.12812 30054915

[B29] NguyenH. M.SakoK.MatsuiA.UedaM.TanakaM.ItoA. (2018b). Transcriptomic analysis of *Arabidopsis thaliana* plants treated with the Ky-9 and Ky-72 histone deacetylase inhibitors. *Plant Signal. Behav.* 13:e1448333. 10.1080/15592324.2018.1448333 29517946PMC5927655

[B30] NguyenH. M.SakoK.MatsuiA.SuzukiY.MostofaM. G.HaC. V. (2017). Ethanol enhances high-salinity stress tolerance by detoxifying reactive oxygen species in *Arabidopsis thaliana* and rice. *Front. Plant Sci.* 8:1001. 10.3389/fpls.2017.01001 28717360PMC5494288

[B31] NishimuraN.YoshidaT.KitahataN.AsamiT.ShinozakiK.HirayamaT. (2007). ABA-hypersensitive germination1 encodes a protein phosphatase 2C, an essential component of abscisic acid signaling in *Arabidopsis* seed. *Plant J.* 50 935–949. 10.1111/j.1365-313X.2007.03107.x 17461784

[B32] NishiyamaR.WatanabeY.FujitaY.LeD. T.KojimaM.WernerT. (2011). Analysis of cytokinin mutants and regulation of cytokinin metabolic genes reveals important regulatory roles of cytokinins in drought, salt and abscisic acid responses, and abscisic acid biosynthesis. *Plant Cell* 23 2169–2183. 10.1105/tpc.111.087395 21719693PMC3160038

[B33] OkogbeninE.SetterT. L.FergusonM.MutegiR.CeballosH.OlasanmiB. (2013). Phenotypic approaches to drought in cassava: review. *Front. Physiol.* 4:93. 10.3389/fphys.2013.00093 23717282PMC3650755

[B34] OliveiraE. J. D.AidarS. D. T.MorganteC. V.ChavesA. R. D. M.CruzJ. L.Coelho FilhoM. A. (2015). Genetic parameters for drought-tolerance in cassava. *Pesq. Agropec. Bras.* 50 233–241. 10.1590/s0100-204x2015000300007

[B35] ParkS. Y.PetersonF. C.MosqunaA.YaoJ.VolkmanB. F.CutlerS. R. (2015). Agrochemical control of plant water use using engineered abscisic acid receptors. *Nature* 520 545–548. 10.1038/nature14123 25652827

[B36] PatanunO.UedaM.ItougaM.KatoY.UtsumiY.MatsuiA. (2017). The histone deacetylase inhibitor suberoylanilide hydroxamic acid alleviates salinity stress in cassava. *Front. Plant Sci.* 7:2039. 10.3389/fpls.2016.02039 28119717PMC5220070

[B37] RasheedS.BashirK.KimJ. M.AndoM.TanakaM.SekiM. (2018). The modulation of acetic acid pathway genes in *Arabidopsis* improves survival under drought stress. *Sci. Rep.* 8:7831. 10.1038/s41598-018-26103-2 29777132PMC5959891

[B38] SakoK.KimJ. M.MatsuiA.NakamuraK.TanakaM.KobayashiM. (2016). Ky-2, a histone deacetylase inhibitor, enhances high-salinity stress tolerance in *Arabidopsis thaliana*. *Plant Cell Physiol.* 57 776–783. 10.1093/pcp/pcv199 26657894

[B39] SavvidesA.AliS.TesterM.FotopoulosV. (2016). Chemical priming of plants against multiple abiotic stresses: mission possible? *Trends Plant Sci.* 21 329–340. 10.1016/j.tplants.2015.11.003 26704665

[B40] TangT.YuA.LiP.YangH.LiuG.LiuL. (2016). Sequence analysis of the Hsp70 family in moss and evaluation of their functions in abiotic stress responses. *Sci. Rep.* 6:33650. 10.1038/srep33650 27644410PMC5028893

[B41] TuryagyendaL. F.KizitoE. B.FergusonM.BagumaY.AgabaM.HarveyJ. J. (2013). Physiological and molecular characterization of drought responses and identification of candidate tolerance genes in cassava. *AoB Plants* 5 lt007. 10.1093/aobpla/plt007 23519782PMC3604649

[B42] UmezawaT.NakashimaK.MiyakawaT.KuromoriT.TanokuraM.ShinozakiK. (2010). Molecular basis of the core regulatory network in ABA responses: sensing, signaling and transport. *Plant Cell Physiol.* 51 1821–1839. 10.1093/pcp/pcq156 20980270PMC2978318

[B43] UtsumiY.TanakaM.KurotaniA.YoshidaT.MochidaK.MatsuiA. (2016). Cassava (Manihot esculenta) transcriptome analysis in response to infection by the fungus colletotrichum gloeosporioides using an oligonucleotide-DNA microarray. *J. Plant Res.* 129 711–726. 10.1007/s10265-016-0828-x 27138000

[B44] UtsumiY.TanakaM.MorosawaT.KurotaniA.YoshidaT.MochidaK. (2012). Transcriptome analysis using a high-density oligo microarray under drought stress in various genotypes of cassava, an important tropical crop. *DNA Res.* 19 335–345. 10.1093/dnares/dss016 22619309PMC3415295

[B45] UtsumiY.UtsumiC.TanakaM.HaV. T.MatsuiA.TakahashiS. (2017). Formation of friable embryogenic callus in cassava is enhanced under conditions of reduced nitrate, potassium and phosphate. *PLoS One* 12:e0180736. 10.1371/journal.pone.0180736 28806727PMC5555663

[B46] VarshneyR. K.TuberosaR.TardieuF. (2018). Progress in understanding drought tolerance: from alleles to cropping systems. *J. Exp. Bot.* 69 3175–3179. 10.1093/jxb/ery187 29878257PMC5991209

[B47] YoonJ. Y.HamayunM.LeeS.-K.LeeI.-J. (2009). Methyl jasmonate alleviated salinity stress in soybean. *J. Crop Sci. Biotechnol.* 12 63–68. 10.1007/s12892-009-0060-5

[B48] ZhaoP.LiuP.ShaoJ.LiC.WangB.GuoX. (2015). Analysis of different strategies adapted by two cassava cultivars in response to drought stress: ensuring survival or continuing growth. *J. Exp. Bot.* 66 1477–1488. 10.1093/jxb/eru507 25547914PMC4438449

[B49] ZhongL.ZhouW.WangH.DingS.LuQ.WenX. (2013). Chloroplast small heat shock protein HSP21 interacts with plastid nucleoid protein pTAC5 and is essential for chloroplast development in *Arabidopsis* under heat stress. *Plant Cell* 25 2925–2943. 10.1105/tpc.113.111229 23922206PMC3784589

[B50] ZouJ. J.LiX. D.RatnasekeraD.WangC.LiuW. X.SongL. F. (2015). *Arabidopsis* CALCIUM-DEPENDENT PROTEIN KINASE8 and CATALASE3 function in abscisic acid-mediated signaling and h2o2 homeostasis in stomatal guard cells under drought stress. *Plant Cell* 27 1445–1460. 10.1105/tpc.15.00144 25966761PMC4456645

How the deposited data were processed for this re-analysis (not part of the article)

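Gene expression was measured on 6 one-color Agilent oligo-microarrays of one design, 3 of acetic acid-treated and 3 of water-treated cassava leaves. Samples were grouped by the treatment and replicate in their labels. The labels and the parts of the paper differ on the drought before sampling and on the number of plants per sample, and no measure in the files decides between them. Per the file headers, the intensity of each spot had been background-subtracted and spatially detrended by Feature Extraction before deposition, and these intensities had not been normalized between arrays. The authors' deposited log2 values equal the mean log2 signal of each probe minus a constant per array, with a largest deviation near 2.4e-06, and the constant differs from the 75th percentile used here by 0.0049 and 0.0051 on the arrays of water replicates 1 and 3. The number of arrays limits the precision, and dim probes limit what can be detected: 31267 of 59079 probes were well above background on all 3 arrays of at least 1 treatment, and 29280 on all 6 arrays.

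The log2 signal relative to the 75th percentile of each array was compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, acetic acid against water, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Outlier spots and control spots were left out and spots of one probe were averaged. On simulated data built on the spread of these arrays, 200 of 31265 probes were changed. The same fit recovered 79% of 2-fold and 96% of 4-fold changes, with 17 false calls among 192. With no change simulated it made 0 calls. The simulated noise was independent between probes and had the variances that limma had fitted, so these shares may be too high for the real arrays. There, 198 probes were at least 2-fold higher and 569 at least 2-fold lower in acetic acid, and 0 passed. The absence of calls therefore does not show an absence of change. Families of probes were tested with camera (preset correlation 0.01), with camera at an estimated correlation and with fry, where at least 5 probes were tested. The Westfall-Young correction was run over the 10 divisions of the arrays, and exact tests of 3 against 3 cannot go below 0.1.

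Genes of Table 1 were identified through a probe description that names a single gene, except HOP3, whose description may cover other genes, since the files hold no column of Arabidopsis loci or cassava gene models and the reference tables give no such gene models. Genes of Supplementary Tables S1 and S2 were joined to the probe of the same description whose deposited difference has the printed value, to the rounding of the print plus 1e-06. For a gene with several probes the brightest one stands for it. The genes to be named were set before the data were examined: each gene of these tables, and the 5 largest rises and 5 largest falls among probes that passed. No probe passed, so the second part gave none, and genes beyond the tables were named after their values were seen.

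The samples, the fit, the named genes, 20 family patterns and the alternatives were also set before the data were examined. Of these patterns 12 had at least 5 tested probes, and several matched nothing because the array words its descriptions differently. A further 22 patterns in the array's wording, of which 20 could be tested, were written after the descriptions had been read and after single values had been seen. The patterns ignored upper and lower case except for JAZ and the clock genes, whose short names occur inside other words. Alternatives to the background, scaling, filter, outlier spots, test, block and replicates were run, 22 fits in all beside the main one, and the mean of all probes of a gene was set as an alternative to its brightest probe. Of the fits, scaling to the 10 added control probes and a block for the column of the slide were chosen after seeing the data. A block for slide or scan was left out because all arrays share 1 slide and 1 scan. Families were not tested under the alternatives that use the unpaired test of the methods, since camera replaces that test. Gene ontology enrichment was not repeated because the files hold no such annotation. Hormone, water content and leaf temperature data are not in the files and were left out.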

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

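The tests of correlation between probes and of brightness, the families in the wording of the array and the family counts over other divisions of the arrays were chosen only after the family results had been seen.

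Families of probes were lower in acetic acid in limma's camera test. Apart from NCED, where the paper discusses the genes of Supplementary Table S1, the paper does not discuss them. With the patterns set before the data were examined, these were LEA proteins and dehydrins (48 probes, mean log2 difference -0.30, adjusted p = 0.00582, 11 probes higher), light harvesting and photosystem proteins (123 probes, -0.11, adjusted p = 0.00582, 51 higher), peroxidases (54 probes, -0.24, adjusted p = 0.0136, 16 higher) and expansins and xyloglucan endotransglucosylases (61 probes, -0.30, adjusted p = 0.0238, 22 higher). With the reworded patterns, aquaporins (50 probes, -0.39, adjusted p = 0.000233, 11 higher), ABA receptors (11 probes, -0.46, adjusted p = 0.00230, 2 higher) and NCED (5 probes, -0.32, adjusted p = 0.0149, 0 higher, 4 of them NCED4 probes that Supplementary Table S1 lacks) were also lower. The reworded pattern for LEA proteins and dehydrins, with 11 probes, did not pass (mean -0.20, adjusted p = 0.380).

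With the main settings, none of these families passed under fry, where the smallest adjusted p was 0.235, or with an estimated correlation, where the smallest was 0.859. Correlation between the probes of one family, several of which belong to one gene, is therefore a candidate explanation for the camera results. Other divisions of the 6 arrays into 3 and 3 gave between 0 and 6 families with the first patterns and between 3 and 11 with the reworded ones, against 4 and 6 by treatment. As many or more were found in 6 of the 10 divisions for the first patterns and in 6 of 10 for the reworded ones, so chance cannot be excluded for these counts. With 10 divisions it could not have been excluded at 0.05 in any case.

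A shift of all probes with their brightness does not account for the size of the differences: the average over 10000 random lists, matched to each family over 20 bins of mean signal, was lowest for the reworded pattern of light harvesting and photosystem proteins, at -0.0417, where the family's own mean was -0.13 over 133 probes. Single lists spread more widely, and a share of up to 0.027, for NCED, had a mean as low as the family's. The random lists carry no correlation between probes, so these shares do not exclude chance. With scaling to the added control probes, which moves the median of all tested probes from 0.01 to -0.12, the means of the families were lower still, and camera, which compares with the other probes, no longer passed peroxidases and expansins. The row of the slide and the treatment cannot be told apart. A biological effect of acetic acid, with or without the drought that the labels name, stays open and was not tested separately. The labels give 14 days of drought for both treatments alike, so drought alone would not separate them.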

How the results depend on the processing

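The spike-in scaling, the slide column block, the reworded families and the other identifications of Table 1 genes were chosen after seeing the data. The cause was not tested for any change given here, except that leaving out an array leaves fewer samples.

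The count of probes that passed was 0 in limma with quantile normalization, the 50th percentile, the 75th percentile over probes well above background, the series matrix values, no filter, the filter on all arrays, outlier spots kept, the replicate block and the slide column block. The replicate numbers do not pair the samples: arrays of the same number had correlations of their deviations of 0.00494, -0.33 and -0.34. With normexp background, 60 probes passed (20 higher, 40 lower; at least 2-fold, 11 and 11). The unadjusted unpaired test of the methods gave 5019 (2582 higher, 2437 lower; 118 and 195), and after Benjamini-Hochberg 3 (1 and 2; 0 and 1). Westfall-Young with the real division left out gave 3 (1 and 2; 0 and 1), and 0 with it counted. The intensity trend gave 2 (0 and 2; 0 and 2) and spike-in scaling 1 (0 and 1; 0 and 1). Leave-one-out gave between 0 and 307 probes (0 to 145 higher, 0 to 162 lower; 0 to 97 and 0 to 121), and the highest values are those without acetic acid replicate 3. Apart from that array, the highest count was 4, without acetic acid replicate 2.

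Table 1 genes in the direction of the paper numbered 22, and between 20 and 26 under the alternatives, where the 26 include 4 further dim genes with no filter, and otherwise at most 24. Of Table 1 genes, 0 passed except under the unadjusted unpaired test (17) and in leave-one-out (0 to 2, the 2 without acetic acid replicate 3). The 1 tested NCED gene of Supplementary Table S1 passed under no alternative (0). The 4 NCED4 probes, which are not in that table, were under 0.05 only in the unadjusted unpaired test (4). Of the JA genes, 0 passed except under the unadjusted unpaired test (1). The sign was kept under all alternatives for 23 of 31 Table 1 genes, 0 of 1 NCED gene and 8 of 12 JA entries, and no gene that passed changed its sign. The mean of all probes of a gene in place of the brightest, which was not computed for single JA genes, turned serine/threonine protein kinase 2 from 0.17 to -0.13 and Miro-related GTPase 2 from 0.0580 to -0.35.

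The families that passed with the first patterns numbered 4, and 1 with no filter, 2 with spike-in scaling and between 2 and 5 in leave-one-out (2 without acetic acid replicate 2). With the reworded patterns they numbered 6, and 3 with no filter. Aquaporins passed in all 18 alternatives that camera was run on, with adjusted p up to 0.00218. LEA proteins and dehydrins passed in 17, all but no filter, with the first pattern, but in 0 of 18 with the reworded one. ABA receptors passed in 17, all but the slide column block. Their 3 PYR1-like 4 probes lay between -1.68 and -0.94 and the other tested receptor probes between -0.38 and 0.24. The receptor family was not tested without PYR1-like 4. Light harvesting and photosystem proteins failed in 3, without acetic acid replicate 3, without water replicate 3 and with the slide column block, and NCED in 4, the same ones and no filter. Peroxidases failed in 3, with no filter, without acetic acid replicate 2 and with spike-in scaling, and expansins and xyloglucan endotransglucosylases in 4, the same ones and without water replicate 2. Families that did not pass otherwise passed in camera in some alternatives, the reworded small heat shock proteins as higher without acetic acid replicate 3 (adjusted p = 0.0439) and with the slide column block (0.0297), and catalases as lower with normexp background (0.0137; 0.0163 among the reworded families) and without water replicate 2 (0.00729). Under fry, ABA receptors passed without acetic acid replicate 2 and with spike-in scaling, NCED with spike-in scaling, and small heat shock proteins without acetic acid replicate 3. With an estimated correlation none passed (0). The share of higher probes among those at an unadjusted p under 0.05 was 50.9%, and 59.7% with the 75th percentile over probes well above background and 16.9% with spike-in scaling. Signal over background limits what could be tested: 4 identified genes of Table 1, 5 of Table S1 and 7 of Table S2 were too dim.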

Differences from the paper's values

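The paper's count of genes that differ is 2399, against 0 probes here, and its counts of 2-fold higher and lower genes are 227 and 330, against 0 and 0. None of the 20 alternatives set before the data were examined brings any of these counts within 1.5 times of the paper's. The unadjusted unpaired test gave 5019 probes, and 118 and 195 at least 2-fold higher and lower. In limma at an unadjusted p under 0.05, which was not among the alternatives, 5932 probes were counted, and 152 and 349 at least 2-fold higher and lower, which are within 1.5 times of the paper's 227 and 330. Westfall-Young correction as the methods name it gave 3 or 0. The slide column block and spike-in scaling, chosen after seeing the data, gave 0 and 1.

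For 32 log2 ratios printed in Table 1 for genes that were identified and tested, 17 differ from the brightest probe here by more than the spread between arrays or in sign. None of the alternatives that gave a value, set before the data were examined or after, brings any of the 17 within that spread. All but the mean of all probes keep the brightest probe, so they could not reach a ratio that comes from another probe. The value is of the opposite sign for 9 of them. These are HOP3 (paper 0.8, here -0.20, through a description that may cover other genes, so that the probe may not be that of HOP3), serine/threonine protein kinase 2 (paper -0.4, here 0.17), TSPO (paper 3.3, here -0.27), enolase (paper 1.3, here -0.0139), fructose-bisphosphate aldolase 1 (paper 1.2, here -0.15), catalase 1 (paper 1.0, here -0.15), MYB60 (paper 0.9, here -0.0451), Miro-related GTPase 2 (paper -1.0, here 0.0580) and catalase 2 (paper 0.6, here -0.0831). With the mean of all probes of a gene, serine/threonine protein kinase 2 (-0.13) and Miro-related GTPase 2 (-0.35) had the sign of the paper. So had Miro-related GTPase 2 with spike-in scaling, enolase in 7 of 23 alternatives (up to 0.0501) and MYB60 in 4 (up to 0.0522), all of which still differ by more than the spread. For 8 the sign is that of the paper. They are HSP21 (paper 2.5, here 0.13), HSP18.2 (paper 1.2, here 0.15), ubiquitin-conjugating enzyme 5 (paper 0.9, here 0.0795), homeobox 12 (paper 1.5, here 0.27), IBR5 (paper 0.7, here 0.38), HVA22 homologue E (paper -0.6, here -0.0875), RGA-like 2 (paper -1.2, here -0.0415) and purple acid phosphatase 17 (paper 1.5, here 0.76). Of these 8, the sign turned away from the paper's in 1 alternative for HSP21 and for ubiquitin-conjugating enzyme 5, in 3 for HVA22 homologue E and in 2 for RGA-like 2. MBF1c (paper 1.2 and 0.5, here 0.53) and AFP2 (paper 0.7, here 0.10) were too dim to be tested, so their values are no check of the paper's. Counting 1.2 and 0.7 of these, for 16 of 19 values another probe of the same description has a deposited ratio that rounds to the paper's value (within 0.0501), and for 8 of these that probe was bright enough to be tested. The 8 include serine/threonine protein kinase 2 (-0.42) and Miro-related GTPase 2 (-1.01), whose brightest probes had the opposite sign. The others are HSP21 (2.46), HSP18.2 (1.17), homeobox 12 (1.50), HVA22 homologue E (-0.57), RGA-like 2 (-1.23) and purple acid phosphatase 17 (1.48). For all 16, the difference from the paper may come from the choice of probe alone. Such a probe was looked for after the values were seen.

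The paper states that genes of the ABA signaling pathway and heat shock proteins were upregulated. Each tested gene of Table 1 was judged by its brightest probe. Of those listed under the abscisic acid stimulus, 6 of 11 listed as higher were higher here and 4 of 5 listed as lower were lower. Of those named heat shock or heat shock cognate proteins, 3 of 3 listed as higher were higher, HSP21 not with spike-in scaling, and 2 of 2 listed as lower were lower. Over all tested genes of Table 1, which include genes of neither kind, it was 14 of 21 and 8 of 10, with 0 genes past the threshold in limma and 17 at an unadjusted p under 0.05; the unadjusted unpaired test calls 17, and without acetic acid replicate 3, 2. The paper names catalase 1, catalase 2, HOP3 and TSPO among the genes with increased expression. The brightest probes of both catalases and of TSPO were lower in acetic acid, and for HOP3 the probe is not known. For TSPO, catalase 1 and catalase 2, another probe has a deposited ratio that rounds to the paper's value (3.33, 1.01 and 0.61). These probes were too dim to be tested, so the brightest probes do not contradict the paper's values for them. The values of Supplementary Table S1 match the deposited data only with the sign turned, as water over acetic acid, for 6 of 7 genes. Since the probes of Supplementary Tables S1 and S2 were chosen by their printed values, they are no check of these values.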

Other observations

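The tests of the unadjusted counts, of the exchange of arrays, of the slide column and of one scale factor per array were chosen only after the results had been seen. The tests of the called probes, the clock families and the heat shock family were set before.

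Dividing the 6 arrays into 3 and 3 in the 10 possible ways gave 0 probes past the threshold in each, so 10 of 10 divisions gave as many as the treatments did, and this count excludes nothing. At an unadjusted p under 0.05, the treatments gave 5932 probes and the next division 4091, and the others between 418 and 1294. Only 1 of the 10 divisions, the real one, gave that many, but 10 divisions cannot exclude chance at 0.05.

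The division with 4091 probes exchanges acetic acid replicate 3 and water replicate 3. Without acetic acid replicate 3, 307 probes passed, more than without any other array. An exchange of these arrays was weighed on probes chosen from the other 4 arrays alone, by their p in limma. Each array left out was placed on a scale from 0, the mean of the water arrays kept, to 1, the mean of the acetic acid arrays kept. Over 500 probes, acetic acid replicate 3 had a median place of 0.49 and water replicate 3 one of 0.23, and in 75.6% of the probes these arrays differed in the direction of the others. With 100 and 2000 probes it was 82% and 70.1%. With each choice of 1 acetic acid and 1 water array left out, the water arrays lay between 0.01 and 0.32 and the acetic acid arrays between 0.49 and 1.12 over 500 probes. An exchange would put water replicate 3 nearer to acetic acid than acetic acid replicate 3, so the tables argue against it. The row of the slide follows the labels and is not separated by this. An acetic acid sample that responded less, or one mixed with water-treated material, stays open and was not tested separately.

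The positions in the headers of the scanner files put acetic acid in columns 2, 3 and 4 of the slide and water in columns 1, 2 and 3, so that 2 columns hold an array of each treatment. The deviations of those pairs had correlations across probes of 0.23 and 0.41, with probes not being independent. Of 18 choices of 2 pairs, 2 gave a mean as high, so an effect of the column is neither shown nor excluded. The names of the deposited files give acetic acid columns 1, 2 and 3 instead.

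Heat shock proteins higher in acetic acid could come from warmer leaves. The family set before the data were examined did not pass in camera (adjusted p = 0.414, 105 of 174 probes higher, and between 0.0929 and 0.849 under its alternatives). Members went both ways, so warmer leaves are neither shown nor excluded. A difference in the time of day at sampling could move clock genes. The evening family did not pass (7 probes, adjusted p = 0.384, between 0.0492 without water replicate 1 and 0.896 under its alternatives), and the morning family has too few probes on the array to be tested, so this stays open.

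The 6 highly ABA-induced PP2C probes were higher and the 3 PYR1-like 4 probes lower in acetic acid. A difference in one scale factor per array moves all probes of an array alike and leaves the distance between the PP2C and the PYR1-like 4 probes within it as it is. The mean log2 signal of the PP2C probes minus that of the PYR1-like 4 probes lay between 0.11 and 0.32 on the acetic acid arrays and between -2.53 and -2.33 on the water arrays, a difference of 2.71, which one scale factor per array cannot give. The probes were chosen for their differences, so this distance says nothing about chance. Over all 22 alternatives the PP2C differences lay between 0.82 and 2.46 and the PYR1-like 4 differences between -1.94 and -0.90. A response of the ABA pathway to acetic acid may be the origin of this pattern, but with the main settings none of the probes passed in limma. Chance and the slide row stay open. The drought named in the labels is the same for both treatments, and whether acetic acid acted through it is not known.

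The false discovery rates printed in Supplementary Tables S1 and S2 lie on multiples of 1/19 within 4.2e-07. What they were computed over is not stated in the paper's text.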
